A study of Caenorhabditis elegans with 9 samples. Its data were reported in "HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1" (2024).

How the data were processed

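Messenger RNA of *Caenorhabditis elegans* one-day-old adults was sequenced in 3 genotypes with 3 libraries each. The genotypes were wild-type, *hrde-1(tm1200)*, a mutant of the nuclear Argonaute protein HRDE-1, and *hrde-2(qe20)*, a mutant of the germ granule protein HRDE-2. Groups and replicate numbers were taken from the sample titles.

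The authors trimmed single-end reads from polyadenylated RNA with Trimmomatic 0.39, aligned them with HISAT2 2.2.1 to the WS258 release of the genome and counted them per gene with featureCounts 2.0.1. The deposited values are whole-number counts per gene over exons, without normalization, for 31106 genes. According to the header of each file, no strand option was set, and reads that mapped to several places or overlapped several genes were not counted. Reads from an antisense transcript are therefore added to the gene on the other strand, genes that overlap lose reads, and families with nearly identical members, such as the major sperm protein family, lose the reads that their members share. Values of single members of such families are uncertain. Ribosomal RNA genes took between 19.3% and 31.4% of the counts of a library, most of them from rrn-3.1, and remained in the library totals.

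Coordinates are those of the deposited files on WBcel235, counted from 1. Of the gene identifiers, 30911 were present in the Ensembl annotation of the same build, all of them on the same chromosome, and 28127 had a symbol. Of the matched genes, 16292 had the same start and end, and 30705 started within 2000 bp of the deposited start. Gene types were read from that annotation.

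Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, which left 12141 genes, and libraries were scaled with the trimmed mean of M-values (TMM). A quasi-likelihood model with genotype as its only term was fitted to all 9 libraries with robust dispersion estimates, and 3 contrasts were tested: each mutant against wild-type, and the mutants against each other. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were called. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. CPM denotes counts per 1000000 counts of the scaled library size. The common dispersion of 0.0728 corresponds to a biological coefficient of variation of 27.0%.

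Gene sets were tested with camera from limma 3.58.1, two-sided, on log2 CPM with a prior count of 2, voom weights and a preset correlation of 0.01 between genes, and adjusted over 30 tests of 10 sets in 3 contrasts. Sets held gene families chosen by symbol (major sperm proteins, other sperm gene families, oocyte and eggshell genes, vitellogenins, histones, collagens, moulting genes and ribosomal proteins) and 2 gene lists of the study that come from other libraries: genes enriched for small RNAs bound by HRDE-1 in *mut-2* mutants, and genes that gained the histone mark H3K9me3 in *hrde-2* mutants. For the second list, the paper reports that its H3K9me3 antibody also bound other silencing marks, so that several marks may have been measured together. Sets with fewer than 5 genes tested, male somatic genes and small heat shock proteins, were described by their counts. Other gene classes of the study, including its lists of spermatogenic, WAGO-target and CSR-target genes, were not used here. The share of called genes on chromosome X and on the chromosome that carries the mutated gene was compared with the other genes tested by two-sided Fisher's exact tests, adjusted over 12 tests, in which genes count as independent although they are not.

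The genes named in the text followed a rule: for each mutant against wild-type, the 5 highest and the 5 lowest log2 fold changes among called genes with a mean of at least 50 counts in the higher group and no overlap between the 3 mutant and the 3 wild-type libraries, the targeted genes, members of the sets, and for genes called in the same direction in both mutants the 3 with the smallest larger adjusted p. Other names were chosen after their values were seen, and the text says so. Where all libraries of a group held at most 3 counts, the fold change was computed against 3 counts and is a lower bound. Such floors cover counting error only.

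The tests, the alternatives and the rule for names were fixed before the data were examined. The alternatives were other scalings (DESeq2 size factors, library size), other filters on low counts, the Wald test of DESeq2 1.42.0, fits of only the 6 libraries compared, a replicate block, leaving out each library in turn, an adjusted p under 0.01, camera with an estimated correlation, fry, and sets limited to genes with at least 1 CPM. Added after the data were seen were the removal of ribosomal RNA genes before scaling, random thinning of all libraries to the smallest one (the median of 9 draws), shrunken log2 fold changes of DESeq2, and for the mutants against each other a replicate block in a fit of their 6 libraries, in fry, in camera with an estimated correlation and in the thinned counts. Sample titles number the replicates of each genotype, and do not state that same-numbered libraries were collected together. A pairing by replicate number is thus an assumption. In *hrde-2* against *hrde-1*, the deviations of same-numbered libraries from their group means correlated with r from 0.114 to 0.249 in the 3 pairs, over 0.1 in each. Values with the block are therefore given for that contrast where they changed a call or moved a number of genes by more than 1.5 times.

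The fit was tested on simulated data drawn from the means, dispersions and library sizes of the 12141 genes, with 200 genes changed by 2 on the log2 scale in 1 group. Of these, 83.5% were called, all with the correct sign, and 5 of 172 calls were false. In the group left unchanged in that simulation, 0 genes were called. For the overlap of the mutants, added after the data were seen, counts were drawn in the same way from the mean wild-type levels, with the fitted log2 fold changes of the called genes kept in place for *hrde-1* and put on random genes of the same wild-type level for *hrde-2*.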

Results

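Polyadenylated RNA of wild-type animals and of the mutants *hrde-1* (allele tm1200) and *hrde-2* (allele qe20) was sequenced to ask how the loss of a nuclear Argonaute protein, HRDE-1, and of HRDE-2, a protein that affects which small RNAs HRDE-1 binds, alters the level of mRNAs. Each genotype was represented by 3 libraries. Counts summed to 7868855, 11020580 and 5801326 in wild-type replicates 1, 2 and 3, to 11884233, 8394549 and 9544063 in the *hrde-1* libraries and to 9920341, 11151616 and 10942365 in the *hrde-2* libraries. Between 14452 and 16554 genes had at least 1 count in a library, and 19782 genes had a count in any library. A floor of 3 counts corresponded to 0.538 CPM in the smallest library, wild-type replicate 3, and to 0.248 CPM in *hrde-2* replicate 3.

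Replicates differed by more than sampling noise in every pair, with chi-square values per degree of freedom between 6.57 and 72.8, so that no library was counted as a repeat of another. Across the 12141 genes tested, log2 CPM values of wild-type replicates 2 and 3 correlated with r = 0.979, and those of wild-type replicate 1 with r = 0.935 and r = 0.937 with these libraries. Correlations between replicates ranged from 0.960 to 0.981 in *hrde-1* and from 0.971 to 0.977 in *hrde-2*. The first principal component, with 41.2% of the variance, placed the *hrde-2* libraries apart from the wild-type libraries, and wild-type replicate 1 had the highest score of all libraries on the second component, which held 18.7%.

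The targeted genes were examined first. The *hrde-1* gene lies on chromosome III from 4172337 to 4176159 on the minus strand and codes for protein. Its mRNA reached 201, 355 and 301 CPM in the wild-type libraries, 108, 129 and 144 CPM in the *hrde-1* libraries and 445, 444 and 436 CPM in the *hrde-2* libraries. In *hrde-1* against wild-type the log2 fold change was -1.17 (SE 0.22, edgeR quasi-likelihood test, adjusted p = 0.0169), and in *hrde-2* against *hrde-1* it was 1.80 (SE 0.22, adjusted p = 0.00110). The first of these calls was lost when only the 6 libraries compared were fitted (adjusted p = 0.101) and in the fits without wild-type replicate 2, wild-type replicate 3, *hrde-1* replicate 1 or *hrde-1* replicate 2 (adjusted p from 0.0672 to 0.0965), while the log2 fold change stayed between -1.34 and -0.96 over the fits that left out a library. The higher level in *hrde-2* than in wild-type did not pass the threshold (log2 fold change 0.63, SE 0.22, adjusted p = 0.0791), and it did under the DESeq2 test (adjusted p = 0.0401) and in the fits without wild-type replicate 1 (adjusted p = 0.0451) and without wild-type replicate 2 (adjusted p = 0.0423), with adjusted p up to 0.201 over the other settings.

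The *hrde-2* gene lies on chromosome V from 15005100 to 15006400 on the plus strand. Its mRNA reached 23.0, 52.2 and 42.3 CPM in wild-type, 34.6, 38.3 and 43.1 CPM in *hrde-1* and 14.4, 15.6 and 19.4 CPM in *hrde-2*. The log2 fold change was -1.25 (SE 0.27, adjusted p = 0.0104) in *hrde-2* against wild-type, -1.23 (SE 0.27, adjusted p = 0.0239) in *hrde-2* against *hrde-1*, and -0.021 (SE 0.27, adjusted p = 0.974) in *hrde-1* against wild-type. The call against wild-type was lost without *hrde-2* replicate 1 or replicate 2 (adjusted p = 0.0645 and 0.0612), and the call against *hrde-1* without any 1 of the 6 mutant libraries (adjusted p from 0.0562 to 0.131). Both genes were thus lower in all 3 libraries labelled as their mutant than in every wild-type library, and neither was at the floor.

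**Figure D1:**
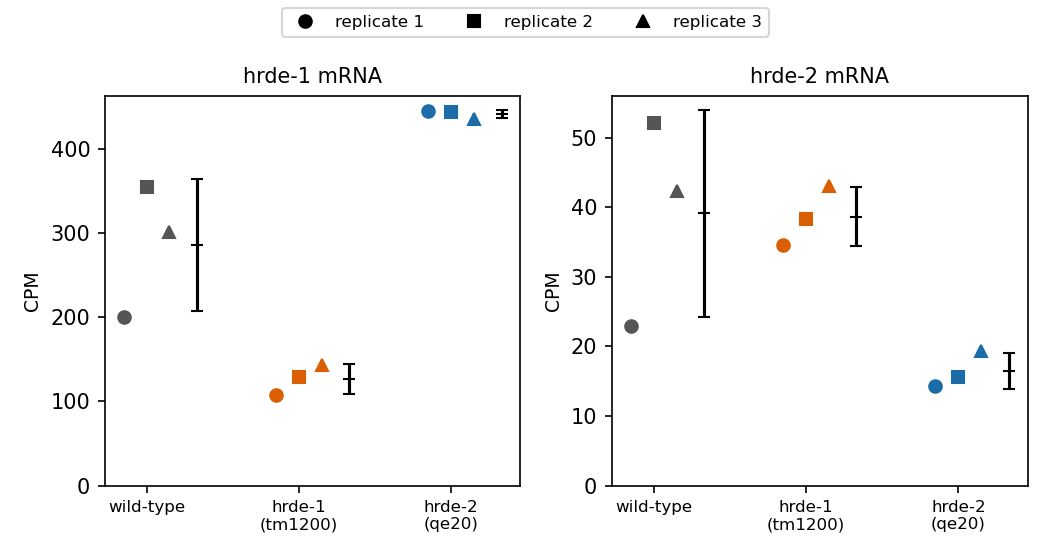
CPM of *hrde-1* (left) and *hrde-2* (right) in each library by genotype, with symbols for the replicates and bars for the mean and SD of 3 libraries. Each gene is lowest in its own mutant, and wild-type replicate 1 has the lowest wild-type value of both, at 201 and 23.0 CPM.

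The comparison of *hrde-1* with wild-type asked which mRNAs depend on HRDE-1. Of 12141 genes, 150 were higher and 38 lower at an adjusted p under 0.05, and 146 and 33 of these changed at least 2-fold. Without an adjustment, 2215 genes had p under 0.05. The alternative that moved these numbers most was the fit without wild-type replicate 1, in which 767 genes were higher and 891 lower. All 188 called genes had no overlap between the libraries of the groups, as had 22.8% of all genes tested, where chance gives 10%.

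The pseudogene WBGene00018648 (chromosome IV, 4130503 to 4134631) had 0 counts in all wild-type libraries and 14.6 ± 5.23 CPM (SD, n = 3) in *hrde-1*, at least 40.4-fold higher. The protein-coding gene ZC15.3 (chromosome V, 20303588 to 20304908) had at most 2 counts in wild-type and reached 92.9 ± 20.5 CPM, at least 256-fold higher, and F55B11.6 (chromosome IV, 14416489 to 14417201) was at least 32.8-fold higher with 11.9 ± 2.46 CPM. C38D9.2 (chromosome V, 17567513 to 17571603) rose from 0.306 ± 0.112 to 131 ± 18.4 CPM (log2 fold change 8.62, SE 0.31, adjusted p = 9.96e-09), and Y23H5A.8 (chromosome I, 2632987 to 2634561) from 0.741 ± 0.331 to 83.0 ± 22.3 CPM (log2 fold change 6.69, SE 0.41, adjusted p = 1.18e-06). A wild-type library held at most 4 counts of C38D9.2 and 11 of Y23H5A.8, so that both fold changes rest on few wild-type reads.

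Among the genes lower in *hrde-1*, ZK228.4 (chromosome V, 18462804 to 18465320) and its neighbour ZK228.3 (chromosome V, 18458238 to 18461231) had 0 counts in all *hrde-1* libraries, at least 43.7-fold and at least 26.6-fold lower than the wild-type levels of 13.7 ± 9.87 and 8.32 ± 4.20 CPM (SD, n = 3). The gene gfi-1 (chromosome V, 6392541 to 6399921) fell from 469 ± 208.4 to 14.6 ± 5.23 CPM (log2 fold change -4.99, SE 0.45, adjusted p = 5.47e-05) and T25C12.3 (chromosome X, 11491087 to 11499999) from 869 ± 303 to 113 ± 28.7 CPM (log2 fold change -2.94, SE 0.31, adjusted p = 1.86e-04). For asp-12 (chromosome V, 8269254 to 8272058) the fall from 598 ± 320 to 71.5 ± 45.7 CPM (log2 fold change -3.06, SE 0.55, adjusted p = 0.0118) was past the threshold with all libraries, and not in the fits that left out any wild-type library, *hrde-1* replicate 1 or *hrde-1* replicate 3, where the adjusted p ranged from 0.0553 to 0.0672.

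The comparison of *hrde-2* with wild-type asked which mRNAs change when HRDE-1 loses its usual small RNAs. It called 919 genes higher and 516 lower, of which 808 and 241 changed at least 2-fold. Without an adjustment, 3376 genes had p under 0.05. Of the 1435 called genes, 1427 had no overlap between the groups, as had 32.2% of all genes tested. The number of lower genes depended on the libraries: it was 108 without *hrde-2* replicate 2 and 1115 without wild-type replicate 1, and it was 323 when libraries were scaled by their size alone, which raised the share of higher genes among the calls from 64.0% to 74.7%.

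C38D9.2 rose from at most 4 counts in a wild-type library to 150 ± 17.7 CPM in *hrde-2* (log2 fold change 8.81, SE 0.31, adjusted p = 7.73e-09). F15D4.5 (chromosome II, 13245348 to 13247774) rose from 2.05 ± 0.411 to 238 ± 38.6 CPM (log2 fold change 6.85, SE 0.27, adjusted p = 1.80e-08). F07B7.1 (chromosome V, 8830183 to 8831441) was at least 15.6-fold, F55B11.6 at least 77.0-fold and Y74C10AR.2 (chromosome I, 2483203 to 2483705) at least 16.6-fold higher than in wild-type. Y74C10AR.2 overlaps a gene on the other strand, so its value is uncertain under counting without strand. Among the lower genes, nspg-7.2 (chromosome III, 3256730 to 3258395) fell from 22.9 ± 13.9 to 0.823 ± 0.212 CPM (log2 fold change -4.77, SE 0.58, adjusted p = 3.82e-04), Y73B3A.1 (chromosome X, 42728 to 46924) from 27.2 ± 2.54 to 1.06 ± 0.278 CPM (log2 fold change -4.67, SE 0.31, adjusted p = 2.65e-06) and Y73B3A.4 (chromosome X, 95959 to 104777) from 6.59 ± 1.42 to 0.470 ± 0.249 CPM (log2 fold change -3.75, SE 0.54, adjusted p = 8.72e-04). C27A7.8 (chromosome V, 12153076 to 12154264), which overlaps a gene on the other strand, had a log2 fold change of -4.40 (SE 0.68, adjusted p = 0.00128). For clc-19 (chromosome III, 872622 to 873531) the log2 fold change was -3.52 (SE 0.72, adjusted p = 0.00702), and without *hrde-2* replicate 2 its adjusted p was 0.0506.

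The mutants were compared directly to ask whether the loss of HRDE-2 differs from the loss of HRDE-1. In *hrde-2* against *hrde-1*, 391 genes were higher and 297 lower, of which 364 and 240 changed at least 2-fold, and 2425 genes had an unadjusted p under 0.05. Every mutant library weighed on these numbers, *hrde-2* replicate 2 the most: without it, 29 genes were higher and 61 lower. In both directions together, 688 genes were called with all libraries, and 161, 257 and 424 without *hrde-1* replicates 1, 2 and 3. Without *hrde-2* replicates 1 and 3 they were 193 and 213. Without wild-type replicates 1, 2 and 3 they were 1617, 781 and 719. With the replicate number as a block in a fit of the 6 mutant libraries, 1058 genes were higher and 900 lower, where the same libraries without the block gave 835 and 558. In the fit of all 9 libraries, the block lowered the number called in both directions from 688 to 518. Whether the block raised or lowered the number thus depended on the fit.

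Of the 188 genes called in *hrde-1* and the 1435 called in *hrde-2*, 108 were called in both, 88 higher in both, 17 lower in both and the others, T16G12.4, glb-1 and nspg-7.2 (names chosen after their values were seen), higher in *hrde-1* and lower in *hrde-2*. In 100 simulations with shared wild-type libraries, in which the changes of *hrde-2* were put on random genes of the same wild-type level, between 24 and 51 genes were called in both. The simulated lists held 141 to 169 and 1013 to 1123 genes and were thus shorter than the observed ones. Relative to the number that lists of their sizes share by chance, the overlap was 1.68 to 3.74 times as large in the simulations and 4.86 times in the data. The log2 fold changes of the mutants correlated with r = 0.609 across genes, where genes are not independent replicates, and 20 simulations of unchanged groups gave a mean r of 0.512 because the control is shared. In the 100 simulations with the changes of *hrde-2* on random genes, r ranged from 0.208 to 0.289. Genes that were not called had no change in these simulations. With different wild-type libraries in each comparison, 6 such correlations ranged from 0.0831 to 0.498. The number of genes called in both rose to 1006 without wild-type replicate 1 and was 56 without wild-type replicate 2 or 3, 62 and 67 without *hrde-1* replicates 2 and 3, and 64 and 68 without *hrde-2* replicates 2 and 3. The genes with the smallest larger adjusted p among those sharing a direction were C38D9.2, F15D4.5 (log2 fold change 5.97 in *hrde-1*, SE 0.27, adjusted p = 7.27e-08) and timm-17B.2 (chromosome IV, 8396493 to 8397950), which rose from 15.05 ± 0.593 CPM in wild-type to 399 ± 60.5 CPM in *hrde-1* (log2 fold change 4.73, SE 0.22, adjusted p = 9.06e-08) and 478 ± 70.5 CPM in *hrde-2* (log2 fold change 4.99, SE 0.23, adjusted p = 4.26e-08).

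**Figure D2:**
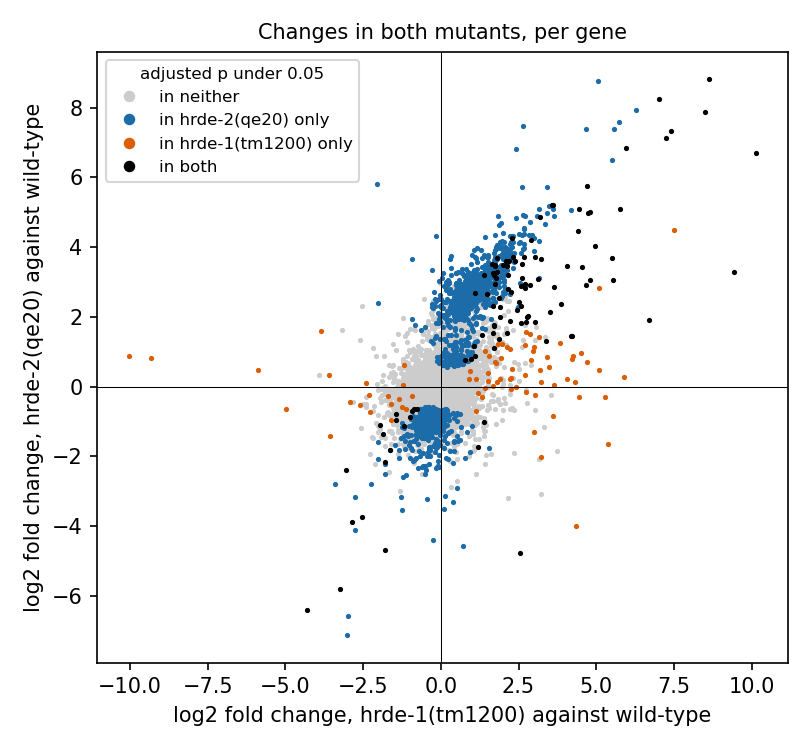
Log2 fold changes against wild-type of 12141 genes in *hrde-1* (horizontal) and *hrde-2* (vertical), coloured by whether the adjusted p was under 0.05 in neither mutant, in 1 of them or in both. The 88 genes higher in both lie in the upper right, and genes with 0 counts in a group have fitted values that depend on the prior count.

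Gene families were tested as sets to ask whether spermatogenic mRNAs changed. Of the major sperm protein family, 27 of 31 genes were tested. Their median log2 fold change was 1.15 in *hrde-1* (camera, adjusted p = 5.90e-16), 2.60 in *hrde-2* (adjusted p = 4.23e-28) and 1.44 in *hrde-2* against *hrde-1* (adjusted p = 1.20e-22), and all 27 genes were higher in each contrast. In *hrde-1*, 0 of these genes were called over all genes and 18 had an unadjusted p under 0.05, and 14 were called when adjusted over the list alone. In *hrde-2*, 26 were called over all genes and 27 adjusted over the list alone. Of 41 genes tested in other sperm gene families, with medians of 0.89, 2.67 and 1.47 in the 3 contrasts (adjusted p = 1.28e-10, 4.76e-26 and 1.20e-22), 6 were called higher in *hrde-1* and 31 in *hrde-2*, and 12 and 35 when adjusted over the list alone. Single libraries moved the *hrde-1* numbers. Adjusted over the list alone, 28 major sperm protein genes and 33 genes of the other families were called without wild-type replicate 1. Of the other families, 7, 6 and 6 genes were called without wild-type replicate 2, wild-type replicate 3 and *hrde-1* replicate 2. Of the major sperm protein family, 0 were called without wild-type replicate 2 or 3 or *hrde-1* replicate 2 or 3, with 14, 14, 14 and 15 at an unadjusted p under 0.05. Over all genes, 25 genes of the other families were called without wild-type replicate 1, 4 without *hrde-1* replicate 1 and 2 without any other library. Among the 14 set calls, the *hrde-2* calls of both sperm sets and those between the mutants held under fry (adjusted p from 0.00602 to 0.0476, and between the mutants 0.128 and 0.0453 under fry with the replicate block), the *hrde-1* calls of these sets did not (adjusted p = 0.109 and 0.0975), nor did the calls of other sets (adjusted p from 0.0969 to 0.797), and no call of any set held with the correlation estimated from the data (lowest adjusted p = 0.344). The number of genes called in *hrde-1* moved most without wild-type replicate 1, where 27 of 28 major sperm protein genes were called and the median was 2.13, and that of the other sperm gene families 1.63.

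Values per library show the spread behind these medians. The median log2 CPM of the major sperm protein family was 2.50 ± 1.09 in wild-type, 3.77 ± 0.30 in *hrde-1* and 5.23 ± 0.061 in *hrde-2* (SD, n = 3). Wild-type replicate 1 stood at 3.75, within the range of the *hrde-1* libraries, and replicates 2 and 3 at 1.96 and 1.78. Every *hrde-2* library was above every other library (exact permutation p = 0.1 against wild-type, two-sided, the smallest value that 3 against 3 libraries allow), whereas *hrde-1* and wild-type overlapped (exact permutation p = 0.2). The other sperm gene families reached 1.24 ± 0.58, 2.70 ± 0.36 and 3.79 ± 0.17, with no overlap between the genotypes. The summed level of the major sperm protein family was 185 ± 157 CPM in wild-type, 406 ± 86.3 CPM in *hrde-1* and 1133 ± 61.3 CPM in *hrde-2*.

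Oocyte and eggshell genes had a median log2 fold change of 0.43 in *hrde-1* (camera, adjusted p = 8.71e-06, with 0 of 22 genes called and 5 at an unadjusted p under 0.05, and 1 called higher and 2 lower without wild-type replicate 1) and 0.13 in *hrde-2* (adjusted p = 0.373). The *hrde-1* call was lost without wild-type replicate 1, where the median was 0.19, and the median was 0.69 without wild-type replicate 2. In *hrde-2* the set passed the threshold without wild-type replicate 2 (0.40, adjusted p = 0.00478) or 3 (0.24, adjusted p = 0.0377), and its median was -0.11 without wild-type replicate 1. Vitellogenins were lower in *hrde-2*, with a median of -0.75 (adjusted p = 0.00147) and 2 of 6 genes called, and 5 when adjusted over the list alone, and had a median of 0.20 in *hrde-1* (adjusted p = 0.568). The number called in *hrde-2* was 4 without wild-type replicate 2 and 0 without wild-type replicate 1 or 3, *hrde-1* replicate 2, or *hrde-2* replicate 2 or 3, with 3, 5, 5, 4 and 4 genes at an unadjusted p under 0.05. Adjusted over the list alone it was 0 without wild-type replicate 1 or *hrde-2* replicate 2. Ribosomal protein genes had medians of -0.27 in *hrde-1* (adjusted p = 8.16e-11) and -0.077 in *hrde-2* (adjusted p = 0.167). The *hrde-1* median was -0.099 without wild-type replicate 1 and -0.14 without *hrde-1* replicate 1, with the call made each time. In *hrde-2* the set passed the threshold without wild-type replicate 3 (-0.14, adjusted p = 0.00793) or *hrde-2* replicate 3 (-0.19, adjusted p = 0.00107), and its median was 0.10 without wild-type replicate 1. Collagens (-0.72 and 0.0027), moulting genes (-0.024 and 0.67) and histone genes (0.086 and -0.049) were not past the threshold in either mutant with all libraries, and each of these medians changed direction under at least 1 setting: without *hrde-2* replicate 2 the *hrde-2* medians of collagens and moulting genes were -0.77 and -0.59, without wild-type replicate 1 the *hrde-1* medians were 0.26 and 0.35, and histone medians were -0.19 in *hrde-1* without a filter on low counts and 0.022 in *hrde-2* with library size only. Single libraries also turned some of them into calls. In *hrde-1*, collagens passed the threshold without wild-type replicate 2 or 3, *hrde-1* replicate 2 or 3, or *hrde-2* replicate 2 (adjusted p from 3.03e-05 to 0.0306). In *hrde-2* they did without wild-type replicate 1 (0.93, adjusted p = 2.49e-04) or *hrde-2* replicate 3 (0.26, adjusted p = 0.0445), as did moulting genes without *hrde-2* replicate 3 (1.02, adjusted p = 0.0370). Their genes are partly near-identical copies. Tested were 100 of 172 collagens, 11 of 16 moulting genes and 23 of 72 histone genes. The histone values thus cover only a part of that family, in libraries of polyadenylated RNA. Small heat shock proteins had at most 3 counts in any library, and 14 male somatic genes together had between 14 and 52 counts per library.

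**Figure D3:**
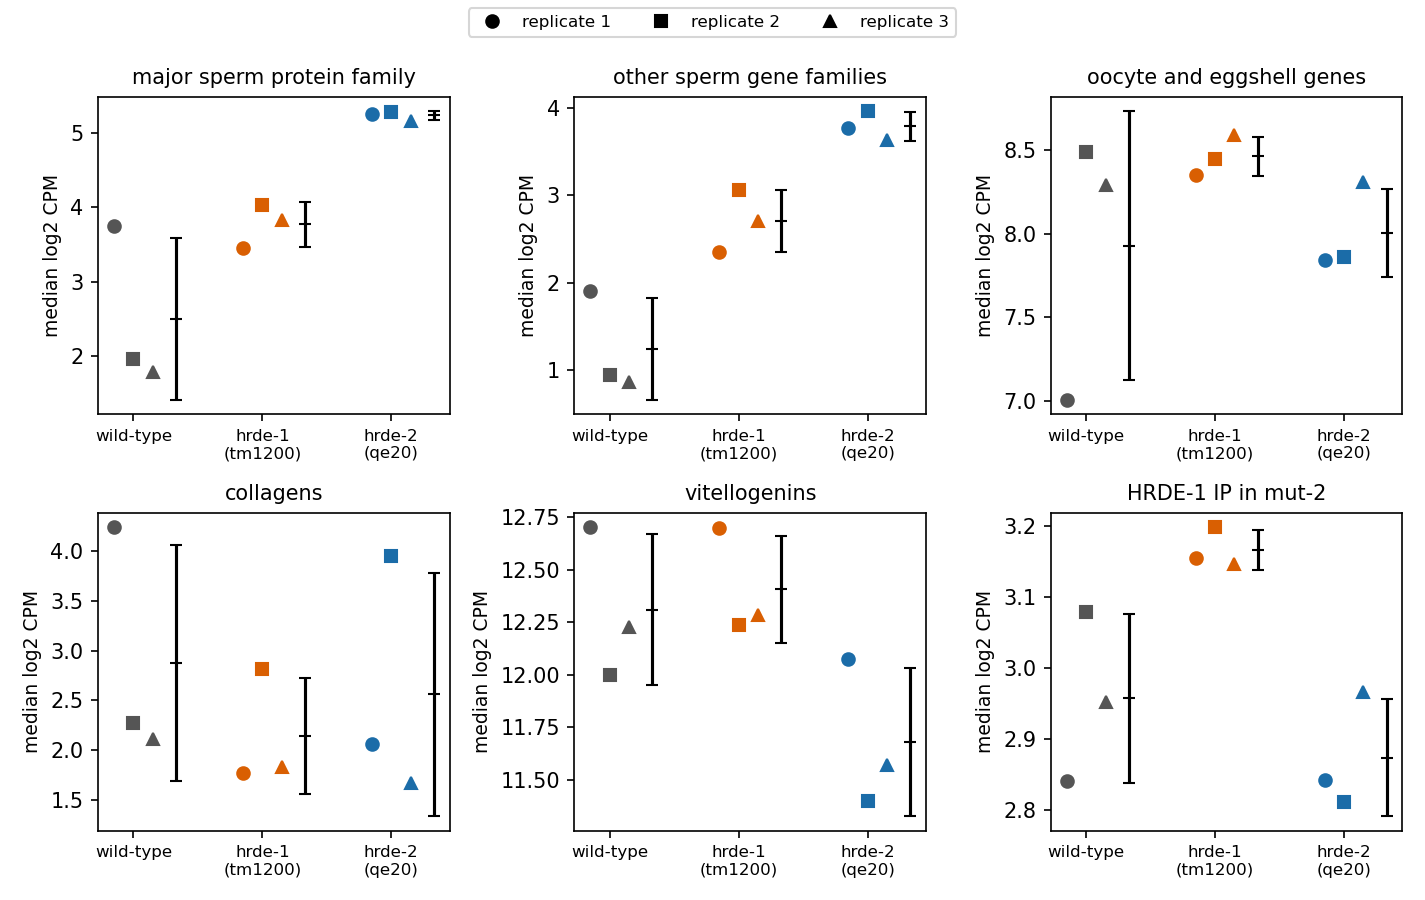
Median log2 CPM of the genes of 6 sets in each library by genotype, with symbols for the replicates and bars for the mean and SD of 3 libraries. The major sperm protein family lies at 5.23 in *hrde-2* and at 3.75 in wild-type replicate 1, and collagens are highest in wild-type replicate 1 and *hrde-2* replicate 2.

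The study lists asked whether genes with HRDE-1 small RNAs, or with a change of H3K9me3, changed in mRNA level. Of the genes with small RNAs bound by HRDE-1 in *mut-2* animals, 733 of 965 were tested. Their median log2 fold change was -0.063 in *hrde-1* (camera, adjusted p = 0.559, with the direction of the test upward, and 0.024 without wild-type replicate 2), -0.19 in *hrde-2* (adjusted p = 0.397) and -0.13 in *hrde-2* against *hrde-1* (adjusted p = 0.0201, and 0.114 under fry). In *hrde-1* the median was -0.025, -0.040 and -0.038 without wild-type replicate 1, wild-type replicate 3 and *hrde-1* replicate 2. In *hrde-2* it was -0.082 without wild-type replicate 2, -0.093 without *hrde-2* replicate 1 and -0.11 without *hrde-1* replicate 1 or 2. Between the mutants it was -0.032 and -0.085 without *hrde-1* replicates 2 and 1, -0.067 without wild-type replicate 1 and -0.062 without *hrde-2* replicate 1. There the call was lost without *hrde-1* replicate 3 or *hrde-2* replicate 1 or 2 (adjusted p from 0.0674 to 0.0931). In *hrde-1*, 59 of these genes were called higher and 1 lower over all genes, and 95 in both directions when adjusted over the list alone. In *hrde-2*, 67 were higher and 39 lower, and 122 in both directions when adjusted over the list alone. The fit without wild-type replicate 1 called 83 higher and 44 lower in *hrde-1* and 93 and 76 in *hrde-2*. In *hrde-1*, 4 were lower without wild-type replicate 3. In *hrde-2*, 42 were higher and 6 lower without *hrde-2* replicate 2, with 63 called over the list alone, and 56 and 9 without *hrde-2* replicate 1, with 75. Without wild-type replicates 2 and 3, *hrde-1* replicate 2 and *hrde-2* replicate 3, 23, 23, 15 and 19 were lower in *hrde-2*, and 106, 78, 92 and 80 were called over the list alone. The median log2 CPM of the list was 3.17 ± 0.028 in *hrde-1* and 2.96 ± 0.12 in wild-type (SD, n = 3), with no overlap (exact permutation p = 0.1), while its summed CPM had a ratio of 0.946 for *hrde-1* over wild-type. Of the genes that gained H3K9me3 in *hrde-2*, 292 of 444 were tested. Their medians were 0.066 in *hrde-1* (adjusted p = 0.167) and 0.048 in *hrde-2* (adjusted p = 0.150). In *hrde-1*, 0 were called higher, with 41 at an unadjusted p under 0.05, and 1 lower. In *hrde-2*, 25 were called higher and 10 lower, and 36 in both directions when adjusted over the list alone. The fit without wild-type replicate 1 called 20 higher and 17 lower in *hrde-1* and 47 and 18 in *hrde-2*, where 64 were called over the list alone. In *hrde-2*, 10 were higher and 0 lower without *hrde-2* replicate 2, with 20 lower at an unadjusted p under 0.05, and 11 and 5 without wild-type replicate 3. At most 5 were lower in *hrde-2* in each fit that left out a library other than wild-type replicate 1. From 10 to 21 were called over the list alone without wild-type replicate 2 or 3, *hrde-1* replicate 3 or any *hrde-2* library. With at least 10 counts in every library, the second list was past the threshold, with medians of 0.10 (adjusted p = 0.0427) and 0.16 (adjusted p = 0.00764), and the first list was not between the mutants (-0.036, adjusted p = 0.326). The second list also passed it without wild-type replicate 2, with medians of 0.13 (adjusted p = 0.0226) and 0.16 (adjusted p = 0.0290). Without passing it, its medians reached 0.15 in *hrde-1* without *hrde-1* replicate 2 and 0.019 in *hrde-2* without *hrde-2* replicate 2. With genes at the floor set to their bounds, the medians of the first list were -0.068 and -0.20 in the mutants, and those of the second were 0.063 and 0.048.

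The position of called genes was compared with that of all genes tested, of which 1625 lie on chromosome X. Of the genes higher in *hrde-2*, 7 of 919 were on X, or 0.762% against 13.4% of the genes tested (odds ratio 0.0456, two-sided Fisher's exact test, adjusted p = 1.45e-47). In the fit without wild-type replicate 1 they were 83 of 1682, or 4.93% (odds ratio 0.299). Of the genes lower in *hrde-2*, 107 of 516 were on X, or 20.7% (odds ratio 1.74, adjusted p = 9.36e-06). In *hrde-1*, 7 of 150 higher genes were on X (odds ratio 0.314, adjusted p = 0.00111). Of 38 lower genes, 9 were on X (odds ratio 2.01, adjusted p = 0.118). Of these 9, 7 lie in a stretch at the left end of X described below. The odds ratio of the lower genes passed the threshold without wild-type replicate 3 or any *hrde-2* library (2.74 to 3.96, adjusted p from 0.00642 to 0.0302). The odds ratio for X among the higher genes stayed under 1 in each fit for which it was computed. In *hrde-1* it was 0.156 without *hrde-1* replicate 1 and 0.519 without wild-type replicate 1. With at least 10 counts in every library it was not past the threshold in *hrde-1* (0.320, adjusted p = 0.171). Without wild-type replicate 1, the odds ratio among the lower genes was 0.173 in *hrde-1* (adjusted p = 5.13e-29) and 0.973 in *hrde-2*. On chromosome V, which carries *hrde-2*, 124 of 919 higher genes were found (odds ratio 0.684, adjusted p = 1.76e-04) and 105 of 516 lower genes (odds ratio 1.16, adjusted p = 0.239), the latter past the threshold without *hrde-1* replicate 1 or 2 or *hrde-2* replicate 2 (1.40 to 1.73, adjusted p from 0.00535 to 0.0332). Chromosome III, which carries *hrde-1*, held 20 of the 150 genes higher in *hrde-1* (odds ratio 0.769, adjusted p = 0.350) and 6 of the 38 lower genes (odds ratio 0.940, adjusted p = 1). Both passed the threshold without wild-type replicate 1 (0.669, adjusted p = 4.95e-04, and 1.40, adjusted p = 2.36e-04). In *hrde-2* against *hrde-1*, 4 of 391 higher genes (odds ratio 0.0646, adjusted p = 1.31e-18) and 65 of 297 lower genes (odds ratio 1.85, adjusted p = 1.06e-04) were on X, and 53 higher genes (odds ratio 0.698, adjusted p = 0.0244, and 0.820, adjusted p = 0.305 with the replicate block) and 86 lower genes (odds ratio 1.87, adjusted p = 1.24e-05) on V. The 4 genes higher on X, named after their values were seen, were F54B11.11, mct-3, T25C12.3 and T22B7.7. Without *hrde-2* replicate 2 the odds ratios among higher and lower genes were 0.474 and 0.829 on X and 1.71 and 1.21 on V, and without *hrde-1* replicate 1 those on X were 0.388 and 0.975. None of these passed the threshold (adjusted p from 0.108 to 1). Between the mutants, the call among lower genes on X was also lost without *hrde-1* replicate 2 or *hrde-2* replicate 1 or 3, that among higher genes on V without wild-type replicate 2 or any mutant library, and that among lower genes on V without *hrde-1* replicate 1 or any *hrde-2* library (adjusted p from 0.0662 to 0.986).

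**Figure D4:**
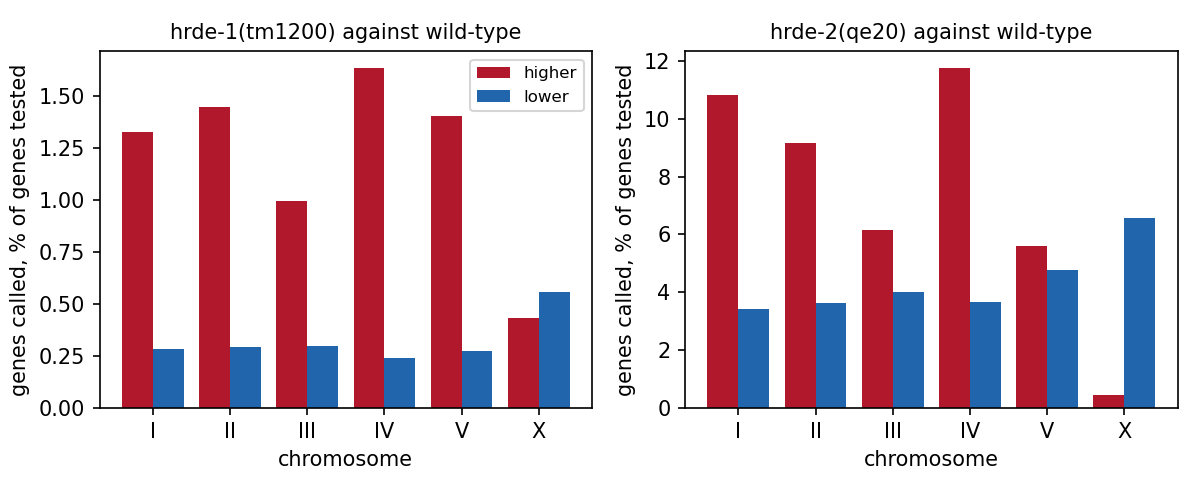
Share of the genes tested on each chromosome that were called higher or lower in *hrde-1* (left) and *hrde-2* (right) against wild-type, in percent, with separate vertical scales. In *hrde-2*, 7 of 1625 genes tested on X were higher and 107 lower.

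A stretch at the left end of chromosome X, chosen after its values were seen, held 13 tested genes between 261 and 197901, and all 13 were lower in both mutants. Their median log2 fold change was -2.75 in *hrde-1*, with 7 genes called, and -3.88 in *hrde-2*, with 13 called. The 7 are among the 9 genes on X called lower in *hrde-1*, and the 13 among the 107 in *hrde-2*. At the floor in all 3 libraries were 3 of the genes in *hrde-1* and 5 in *hrde-2*, and the medians with these genes at their bounds were -2.48 and -2.79. Y73B3A.1 and Y73B3A.4 lie in it. The 50 genes of the stretch together reached 82.1 ± 13.6 CPM in wild-type, 19.9 ± 1.77 CPM in *hrde-1* and 9.19 ± 1.09 CPM in *hrde-2* (SD, n = 3). The next 10 tested genes, starting at 301832, had medians of -0.022 and -0.27.

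**Figure D5:**
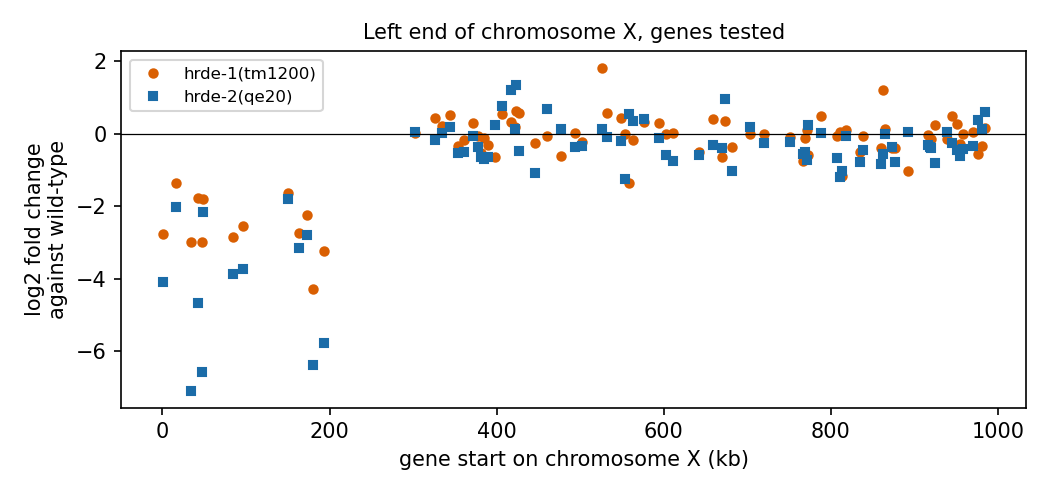
Log2 fold change against wild-type of the genes tested in the first 1000 kb of chromosome X by gene start, for *hrde-1* (circles) and *hrde-2* (squares). All 13 genes that start before 200 kb are below 0 in both mutants.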

Values the study reported

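The study reported that 67 of 1962 WAGO-target genes (3.4%) showed at least a 2-fold rise in mRNA together with at least a 2-fold loss of small RNAs bound by HRDE-1 in *hrde-2* mutants. For spermatogenic genes the corresponding number was 349 of 2593 (13.5%).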

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

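The males, age, single library, scaling and gene length tests were chosen before the sperm set values were seen, and the splits for each set, those that part all replicate pairs, the replicate block in the set tests and the test against wild-type replicate 1 only after. That last test was first run on collagens and then on oocyte genes, after the values of both had been seen.

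The mutants differed in 7 sets by a direct test of *hrde-2* against *hrde-1* (camera), which is what drew attention to them. For the major sperm protein family the median log2 fold change between the mutants was 1.44 (adjusted p = 1.20e-22) and for other sperm gene families 1.47 (adjusted p = 1.20e-22). Over the alternatives for the test of the set, the adjusted p was 0.0476 and 0.0122 under fry and 0.388 and 0.344 with the correlation estimated. With the replicate block, fry gave 0.128 and 0.0453. For both sets, 1 of the 10 splits of the 6 samples gave as small a p-value, the real one, and no smaller share is possible with 3 samples per group. It is also 1 of the 4 splits that part all 3 same-numbered pairs of libraries, while the 6 others part only 1 pair and keep 2 together. The same holds for both sets in *hrde-2* against wild-type, with 1 and 1 of the 10 splits. In *hrde-1* against wild-type, 3 of the 10 splits gave as small a p-value for the major sperm protein family and 2 for other sperm gene families.

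Several technical explanations of the higher sperm sets in *hrde-2* were argued against by the tables. A single library did not produce them: the lowest *hrde-2* library was 1.41 above the highest wild-type library in median log2 CPM of the major sperm protein family. Over the scalings, the medians of the sperm sets ranged from 2.60 to 2.73 against wild-type. Sperm genes are short, with median lengths of 457 and 528 bases against 1373 for the genes tested, and with a trend in gene length removed the lower of their medians was 2.57. Wild-type replicate 1 also stood apart from the other wild-type libraries in sperm genes (1.88 above their mean), oocyte genes (-1.38) and collagens (2.04). The *hrde-2* libraries were at -0.54, -0.53 and -0.083 in oocyte genes, with a median of -0.53, and at -0.14, 1.76 and -0.52 in collagens, while they stood 3.29 to 3.41 above in the major sperm protein family. That shift as the whole cause is thus argued against, and as a part of it remains open.

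Males and age remain open. The 14 male somatic genes summed to 2.26 ± 0.789 CPM in wild-type, 3.60 ± 0.690 in *hrde-1* and 3.50 ± 1.91 in *hrde-2* (SD, n = 3), a ratio of 1.55 for *hrde-2* over wild-type, and 7 genes of male neurons had between 0 and 6 counts per library, too few to decide. Moulting genes, which younger animals would express more, had a median of 0.67 in *hrde-2* against wild-type and of -0.59 without *hrde-2* replicate 2, and passed the threshold only without *hrde-2* replicate 3 (1.02, camera, adjusted p = 0.0370). Vitellogenins had a median of -0.75, the direction that younger animals would give. A larger share of animals with sperm, or of a stage closer to spermatogenesis, may therefore contribute, and cannot be told apart from a change in expression within germ cells. Reads shared by near-identical family members were not counted in any library. That HRDE-2 and HRDE-1 loss differ in their effect on spermatogenic mRNAs is a hypothesis for which the genotype is 1 of several open explanations.

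The other sets with a difference between the mutants held under fewer tests. Medians were -0.34 for oocyte and eggshell genes (camera, adjusted p = 0.00151), -0.95 for vitellogenins (adjusted p = 4.72e-05), 0.73 for collagens (adjusted p = 0.0107), 0.19 for ribosomal proteins (adjusted p = 3.45e-05) and -0.13 for the list of HRDE-1 small RNAs (adjusted p = 0.0201). Under fry their adjusted p ranged from 0.0969 to 0.797, and with the correlation estimated from 0.445 to 0.873. As small a p-value was given by 4 of the 10 splits of the 6 samples for oocyte genes, 3 for vitellogenins, 6 for collagens, 5 for ribosomal proteins and 3 for the list. Among the 4 splits that part all same-numbered pairs, 1 did so for vitellogenins and for the list, and 2 for oocyte genes, collagens and ribosomal proteins. A grouping of libraries by chance could give the differences in these 3 sets, and is harder to weigh for vitellogenins and the list, where the other splits that gave as small a p-value keep same-numbered libraries together. Under fry with the replicate block, vitellogenins passed the threshold (adjusted p = 0.0139).

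Single libraries moved several of these 5 sets. The collagen median was -0.062 without *hrde-2* replicate 2, and its call was lost without *hrde-1* replicate 1 (median 0.58, adjusted p = 0.519). The ribosomal protein call was lost without *hrde-2* replicate 3 (0.078, adjusted p = 0.0717), and the call of the list without *hrde-1* replicate 3, *hrde-2* replicate 1 or *hrde-2* replicate 2 (adjusted p = 0.0931, 0.0690 and 0.0674). Over the fits that left out a library, the median of oocyte genes stayed between -0.46 and -0.23 and that of vitellogenins between -1.09 and -0.76, with the calls of both made each time. A difference in age between the groups stays among the open explanations for vitellogenins and collagens, as does the genotype.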

How the results depend on the processing

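Most alternatives changed 1 choice. The DESeq2 fits changed the test, the scaling and the filter on low counts together, because they used their own size factors and all genes with a count. Blocks in the fit of the mutant libraries and in the thinned counts were added to another alternative. Some alternatives, the removal of ribosomal RNA genes, thinning, shrunken fold changes and the blocks that concern the mutants alone, were chosen after seeing the data. Where a value changed and no reason is given, the cause was not tested. With DESeq2 size factors, and with ribosomal RNA genes removed, every log2 fold change of a named gene, median of a set and odds ratio kept its direction and its side of the threshold, and numbers of genes called over all genes stayed within 1.5 times. Within sets, genes of the H3K9me3 list lower in *hrde-2* were 5 in place of 10 with DESeq2 size factors, and in *hrde-1* 1 was higher and 0 lower in place of 0 and 1. The medians of both sperm sets were above 0 in each contrast under each setting tried. The odds ratio of X among genes higher in *hrde-2* stayed under 1 and past the threshold in every fit for which it was computed, which leaves out the DESeq2 tests, thinning and the stricter threshold.

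With library size only, 323 genes were lower in *hrde-2*, and the share of higher genes among the calls was 74.7% in place of 64.0%, and 67.1% in place of 56.8% in *hrde-2* against *hrde-1*. Histone medians then changed sign, to 0.022 in *hrde-2* and 0.062 between the mutants. The median log2 fold change of all genes in *hrde-2* against *hrde-1* moved from -0.0071 to 0.092. It was 0.018 with DESeq2 size factors and 0.033 with at least 10 counts in every library. It was 0.040 to 0.048 without wild-type replicate 1, *hrde-1* replicate 1 or 2, or *hrde-2* replicate 1. Against wild-type, the median in *hrde-1* moved from -0.031 to 0.086 and 0.012 without wild-type replicates 1 and 2. In *hrde-2* it moved from -0.097 to 0.034 without wild-type replicate 1.

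Without a filter on low counts, 474 genes were higher and 185 lower in *hrde-1* (393 and 148 at least 2-fold), 375 were at least 2-fold lower in *hrde-2*, and between the mutants 753 were higher and 619 lower (700 and 459 at least 2-fold). Genes called in both mutants numbered 351, of which 324 shared a direction. More genes were tested here by construction. The histone median in *hrde-1* was -0.19, that of the H3K9me3 list between the mutants -0.0032, the ribosomal protein median in *hrde-2* of -0.079 passed the threshold, and so did the odds ratio of X among genes lower in *hrde-1*, at 1.72.

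With genes limited to at least 10 counts in every library, fewer genes were tested, and genes absent in a group were removed. Then 43 genes were higher and 19 lower in *hrde-1* (41 and 18 at least 2-fold), 378 and 149 in *hrde-2* (184 and 94), and 73 and 85 between the mutants (55 and 76), with 29 in both mutants and 28 in the same direction. The H3K9me3 list passed the threshold in *hrde-1* (median 0.10) and *hrde-2* (0.16), and the list of HRDE-1 small RNAs no longer did between the mutants (-0.036). Signs changed for histones in *hrde-2* (0.11) and between the mutants (0.0019), ribosomal proteins in *hrde-2* (0.033), and the *hrde-2* gene in *hrde-1* (0.044). Odds ratios no longer past the threshold were those of X among genes higher in *hrde-1* (0.320), lower in *hrde-2* (1.60) and higher between the mutants (0.379), and of V among genes higher in *hrde-2* (0.736) and higher (0.586) and lower (1.57) between the mutants. On III the odds ratio was 1.22 among genes higher and 1.65 among genes lower in *hrde-1*.

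Fits of only the 6 libraries compared gave 93 genes higher and 19 lower in *hrde-1*, all of them at least 2-fold, 220 lower in *hrde-2* (159 at least 2-fold), and 835 higher (654 at least 2-fold) and 558 lower between the mutants, with 52 in both mutants and 50 in the same direction. The fall of *hrde-1* in its own mutant was -1.14 and not past the threshold, and the log2 fold change of *hrde-2* in *hrde-1* was 0.0083. Collagens in *hrde-1* passed the threshold at -0.70, and signs changed for histones in *hrde-1* (-0.14) and *hrde-2* (0.019) and for moulting genes in *hrde-1* (0.0022). The odds ratios of X among genes lower in *hrde-1* (4.61) and of V among genes lower in *hrde-2* (1.82) passed it.

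In the contrasts with wild-type, same-numbered libraries did not all deviate together: the correlations of their deviations from the group means ranged from -0.0931 to -0.0442 in *hrde-1* against wild-type and from -0.253 to 0.199 in *hrde-2* against wild-type, where 1 of 3 pairs was over 0.1. With the replicate number as a block, collagens in *hrde-2* were at -0.097, the *hrde-2* gene in *hrde-1* at 0.030, the odds ratio of III among genes lower in *hrde-1* at 1.14, that of X among them at 2.73 and past the threshold, and that of V among genes higher between the mutants at 0.820 and not past it. Numbers of genes called over all genes stayed within 1.5 times. Within sets, genes of other sperm families higher in *hrde-1* were 3 in place of 6, genes of the H3K9me3 list lower in *hrde-2* 5 in place of 10, vitellogenins lower in *hrde-2* 5 in place of 2, and major sperm protein genes higher between the mutants 2 in place of 9.

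With the block in a fit of the 6 mutant libraries, 1058 genes were higher (726 at least 2-fold) and 900 lower between the mutants. Under fry with the block, adjusted p values between the mutants were 0.128 for major sperm proteins, a call lost, 0.0453 for other sperm genes, 0.0139 for vitellogenins, a call gained, 0.497 for oocyte genes and ribosomal proteins, 0.793 for collagens and 0.131 for the list of HRDE-1 small RNAs. With the correlation estimated and the block they were 0.454 for major sperm proteins, 0.388 for other sperm genes and vitellogenins, 0.887 for oocyte genes, collagens and ribosomal proteins, and 0.637 for the list of HRDE-1 small RNAs. Apart from these and chromosome V, the block changed no other call between the mutants.

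DESeq2 called 386 genes higher and 137 lower in *hrde-1* (303 and 76 at least 2-fold), 628 higher (554 at least 2-fold) and 462 lower between the mutants, and 289 in both mutants, 278 in the same direction. The rise of *hrde-1* in *hrde-2* passed the threshold at 0.67. On simulated data DESeq2 made 23 false calls, and the quasi-likelihood test 5, and they recovered 88.5% and 83.5% of the changed genes. With shrunken fold changes, 290 and 69 genes changed at least 2-fold in *hrde-1* and 547 were at least 2-fold higher between the mutants, and the histone median in *hrde-2* was 0.0051. At an adjusted p under 0.01, 74 genes were higher and 12 lower in *hrde-1*, 507 and 103 in *hrde-2*, and 57 and 83 between the mutants, fewer by construction. With set genes limited to at least 1 CPM, the histone median in *hrde-1* was -0.019 and that of collagens in *hrde-2* -0.0055.

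With all libraries thinned to the smallest, 291 genes were lower in *hrde-2* (the median of 9 draws, which ranged from 280 to 403), and the other numbers of genes stayed within 1.5 times. The number of genes called lower in *hrde-2* thus fell with fewer reads. With library size only, or with only the 6 libraries compared, it also fell without thinning. Depth is therefore not shown to be what limits it. Thinned with the replicate block, between the mutants 216 genes were higher (191 at least 2-fold) and 186 lower.

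Camera with an estimated correlation called no set. Its adjusted p values in *hrde-1* were 0.445 for both sperm sets and 0.768 for oocyte genes and ribosomal proteins, in *hrde-2* 0.344 for both sperm sets and 0.604 for vitellogenins, and between the mutants 0.388 for major sperm proteins, 0.344 for other sperm genes, 0.445 for vitellogenins, 0.676 for the list of HRDE-1 small RNAs and 0.873 for oocyte genes, collagens and ribosomal proteins. Under fry, calls were lost with adjusted p values in *hrde-1* of 0.109 for major sperm proteins, 0.0975 for other sperm genes, 0.367 for oocyte genes and 0.251 for ribosomal proteins, in *hrde-2* 0.109 for vitellogenins, and between the mutants 0.549 for oocyte genes, 0.0969 for vitellogenins, 0.797 for collagens, 0.425 for ribosomal proteins and 0.114 for the list of HRDE-1 small RNAs.

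Across the 9 fits that each left out a library, genes in *hrde-1* ranged from 86 to 767 higher and 14 to 891 lower (86 to 552 and 14 to 97 at least 2-fold), in *hrde-2* from 509 to 1682 and 108 to 1115 (501 to 1224 and 98 to 272), and between the mutants from 29 to 1032 and 61 to 585 (29 to 722 and 61 to 281). The highest of each of these values came without wild-type replicate 1, and the lowest in *hrde-2* and between the mutants without *hrde-2* replicate 2. Genes in both mutants ranged from 56 to 1006, and in the same direction from 54 to 993. Without wild-type replicate 1, 184 of the 188 genes called in *hrde-1* with all libraries were called again.

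The log2 fold change of *hrde-1* ranged from -1.34 to -0.96 in *hrde-1* and from 0.51 to 0.83 in *hrde-2*, and that of *hrde-2* from -0.26 to 0.27 in *hrde-1*, -1.44 to -0.97 in *hrde-2* and -1.37 to -1.09 between the mutants. In *hrde-1*, it was above 0 without wild-type replicate 2 (0.27) or 3 (0.033), *hrde-1* replicate 1 (0.093) or 2 (0.014), or *hrde-2* replicate 1 (0.0067).

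Medians of sets ranged over the same 9 fits in *hrde-1* from 0.88 to 2.13 for major sperm proteins, 0.76 to 1.63 for other sperm genes, 0.19 to 0.69 for oocyte genes, -0.37 to -0.099 for ribosomal proteins, 0.035 to 0.20 for histones, -0.99 to 0.26 for collagens, -0.51 to 0.35 for moulting genes, -0.024 to 0.29 for vitellogenins, -0.066 to 0.024 for the list of HRDE-1 small RNAs and 0.049 to 0.15 for the H3K9me3 list. In *hrde-2* they ranged from 2.31 to 3.67 for major sperm proteins, 2.37 to 3.32 for other sperm genes, -0.88 to -0.54 for vitellogenins, -0.21 to -0.082 for the list of HRDE-1 small RNAs, -0.11 to 0.40 for oocyte genes, -0.77 to 0.93 for collagens, -0.59 to 1.22 for moulting genes, -0.080 to 0.035 for histones, -0.19 to 0.10 for ribosomal proteins and 0.019 to 0.16 for the H3K9me3 list. Between the mutants they ranged from 1.33 to 1.58 for major sperm proteins, 1.31 to 1.65 for other sperm genes, -0.46 to -0.23 for oocyte genes, -1.09 to -0.76 for vitellogenins, -0.062 to 1.08 for collagens, -0.36 to 1.26 for moulting genes, -0.17 to 0.0011 for histones, 0.078 to 0.30 for ribosomal proteins, -0.17 to -0.032 for the list of HRDE-1 small RNAs and -0.0036 to 0.069 for the H3K9me3 list.

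Signs changed without wild-type replicate 1 for collagens (0.26) and moulting genes (0.35) in *hrde-1*, for oocyte genes (-0.11), histones (0.035) and ribosomal proteins (0.10) in *hrde-2*, and for histones between the mutants (0.0011). Without wild-type replicate 2 they changed for the list of HRDE-1 small RNAs in *hrde-1* (0.024), collagens in *hrde-2* (-0.23) and the H3K9me3 list between the mutants (-0.0036), and without wild-type replicate 3 for histones (0.013) and collagens (-0.23) in *hrde-2* and that list (-0.0028). Without *hrde-1* replicate 1, vitellogenins in *hrde-1* were at -0.024 and histones in *hrde-2* at 0.0057. Without *hrde-2* replicate 1, ribosomal proteins in *hrde-2* were at 0.033, and without replicate 3, oocyte genes were at -0.098. Without *hrde-2* replicate 2, collagens were at -0.77 and moulting genes at -0.59 in *hrde-2*, and at -0.062 and -0.36 between the mutants.

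Sets not past the threshold with all libraries passed it in some of these fits. In *hrde-1*, collagens did without wild-type replicates 2 (-0.93) and 3 (-0.97), *hrde-1* replicates 2 (-0.99) and 3 (-0.65) and *hrde-2* replicate 2 (-0.72), and the H3K9me3 list without wild-type replicate 2 (0.13). In *hrde-2*, collagens did without wild-type replicate 1 (0.93) and *hrde-2* replicate 3 (0.26), moulting genes without *hrde-2* replicate 3 (1.02), oocyte genes without wild-type replicates 2 (0.40) and 3 (0.24), ribosomal proteins without wild-type replicate 3 (-0.14) and *hrde-2* replicate 3 (-0.19), and the H3K9me3 list without wild-type replicate 2 (0.16). Between the mutants, moulting genes did without *hrde-2* replicate 3 (1.26).

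Odds ratios of X over these fits ranged from 0.156 to 0.519 among genes higher and 0.173 to 3.96 among genes lower in *hrde-1*. In *hrde-2* they ranged from 0.0317 to 0.299 among genes higher and 0.973 to 3.20 among genes lower. Between the mutants they ranged from 0.0535 to 0.474 among genes higher and 0.829 to 2.38 among genes lower. Those of V ranged from 0.956 to 1.73 among genes lower in *hrde-2* and 0.629 to 1.71 and 1.21 to 1.84 among genes higher and lower between the mutants, and those of III from 0.652 to 0.935 and 0.535 to 1.40 among genes higher and lower in *hrde-1*. Without wild-type replicate 1, the odds ratio of X was 0.173 among genes lower in *hrde-1* and 0.973 among genes lower in *hrde-2*, where that of V was 0.956. Among genes lower between the mutants, that of X was 0.975 without *hrde-1* replicate 1 and 0.829 without *hrde-2* replicate 2, and that of V among genes higher was 1.11 and 1.71. That of III among genes lower in *hrde-1* was 1.40 and 1.09 without wild-type replicates 1 and 2, 1.17 and 1.39 without *hrde-1* replicates 2 and 3, and 1.01 and 1.01 without *hrde-2* replicates 2 and 3.

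For the other genes named, 6 calls were lost across the fits that left out a library. These were the calls of asp-12 in 5 fits and of clc-19 in the fit without *hrde-2* replicate 2. Under the other alternatives 1 was lost, that of asp-12 with the replicate block (log2 fold change -3.26). With at least 10 counts in every library, only 8 of the 23 calls of these genes could be followed. The correlation of the log2 fold changes of the mutants ranged from 0.541 to 0.737 over the fits that left out a library.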

Other observations

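The splits of the libraries into groups for numbers of genes, and the tests of expression level for the study list and for chromosome X, were chosen before their results were seen; the remaining tests of this part, and the values without single libraries, only after. For the left end of X, the wording and the value of the deletion test were also changed after its values had been seen.

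For the number of genes called, 1 of the 10 splits of the 6 samples gave as many genes in each contrast, the real one, and the highest number in another split was 6 in *hrde-1* against wild-type and 0 in the other contrasts. Between the mutants, this was 1 of the 4 splits that part all same-numbered pairs, a count taken after the result was seen, and the highest number was 0 in the others of these and in the 6 that keep 2 pairs together. With 3 samples per group the share of splits cannot be smaller. The wild-type libraries are shared by both comparisons with wild-type, and random deviations of these libraries were weighed as the source of the 108 genes called in both mutants. With the changes of *hrde-2* put on random genes of the same wild-type level, the highest number in 100 simulations was 51, and the highest ratio to the number shared by chance 3.74 against 4.86 in the data, which argues against such deviations as the whole source. Genes were drawn independently, so a shift of many genes at once in a wild-type library was not simulated and stays open. The number called in both was 1006 without wild-type replicate 1, 56 without wild-type replicate 2 or 3, and between 62 and 68 without *hrde-1* replicate 2 or 3 or *hrde-2* replicate 2 or 3. For oocyte and eggshell genes in *hrde-1*, 6 of the 10 splits gave as small a p-value, for ribosomal proteins in *hrde-1* 3, and for vitellogenins in *hrde-2* 4.

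Wild-type replicate 1 lay within the range of the *hrde-1* libraries in the major sperm protein family, and below all of them in the other sperm gene families. With all libraries 6 sperm set genes were called higher in *hrde-1*, without this library 52, and 2 and 2 without wild-type replicates 2 and 3. A candidate explanation is that this library hides a rise of sperm genes in *hrde-1*. The test was chosen from the same values, so it remains a hypothesis. Why this library differed (animals with more sperm, another age, or handling) was not tested, and its removal was not adopted.

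Genes with small RNAs bound by HRDE-1 in *mut-2* animals made up 59 of the 150 genes higher in *hrde-1*, or 39.3%, against 6.04% of the genes tested (odds ratio 10.9, two-sided Fisher's exact test, adjusted p = 2.17e-32). Random lists matched on mean level held at most 26 and a median of 11 called genes in 10000 draws, which argues against expression level. Of the 919 genes higher in *hrde-2*, 67 were on the list (odds ratio 1.25, adjusted p = 0.244), with a median of 65 in matched lists, and of the 88 genes higher in both, 30 (odds ratio 8.35, adjusted p = 7.86e-15). Without wild-type replicate 1 these shares fell, to 83 of 767 genes higher in *hrde-1* (10.8%, odds ratio 1.99). They were then 93 of 1682 in *hrde-2* (odds ratio 0.895) and 45 of 538 in both (8.36%, odds ratio 1.44). Without wild-type replicate 2 they rose, to 44 of 88 in *hrde-1* (50%, odds ratio 16.6). They were then 66 of 761 in *hrde-2* (odds ratio 1.53) and 25 of 50 in both (odds ratio 16.2). Without any other library, the odds ratio ranged from 10.7 to 15.5 in *hrde-1* and from 8.51 to 12.2 in both. Genes that gained H3K9me3 in *hrde-2* made up 25 of the genes higher in *hrde-2* (adjusted p = 0.671) and 0 of those higher in *hrde-1*, where 41 of the list had an unadjusted p under 0.05. Without wild-type replicate 1 they were 47 and 20, and without *hrde-2* replicate 2 those higher in *hrde-2* were 10. That loss of HRDE-1 raises the mRNAs of a part of its small RNA targets may underlie the first of these values. The list comes from *mut-2* animals, and genes count as independent in these tests although they are not.

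Few genes higher in *hrde-2* lay on X. Random genes matched on mean level held at least 95 genes on X and a median of 144 in 10000 draws, against 7 observed (83 of 1682 without wild-type replicate 1, for which no draws were made). A uniform shift of X was also argued against: after X was centred by its shift of -0.25, 4.49% of its genes were at least 2-fold higher (2.34% before), against 10.8% of genes on the autosomes. None of the tested sperm set genes lay on X (0 of 68). A candidate explanation is that most of the higher genes are germline genes of a kind that is rare on X, which was not tested beyond these sets, and which shares the open questions about age and males.

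At the left end of X, the 50 genes of the stretch had 303 counts in the *hrde-2* libraries together and 574 in the *hrde-1* libraries. Of the 13 genes tested, 5 and 3 were at the floor. A deletion of the whole stretch in all animals is argued against by the counts that remain, and a chance run of neighbours by 0 of 12044 runs elsewhere with as low a median in both mutants (the lowest was -0.56). A deletion of a part or in some animals, extra copies in the wild-type strain, and silencing that differs between strains are possible explanations that these counts leave open.

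Some genes with at most 3 counts in each *hrde-1* library, and at least 10 in each wild-type library, lay close together. There were 3 such genes, ZK228.3, ZK228.4 and T08D2.6, with 4566 bp between the starts of the closest pair. Of 10000 random draws of as many genes with that wild-type level, 3 had a pair as close (permutation p = 4.00e-04). ZK228.3 and ZK228.4 had 205 and 327 counts in the wild-type libraries together, 0 and 0 in *hrde-1*, and 492 and 833 in *hrde-2*. A deletion carried in the background of the *hrde-1* strain is a candidate explanation. It cannot be told apart from silencing, because the data hold no DNA sequence and genes in a neighbourhood can change together.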
